# The Re-Establishment of Desiccation Tolerance in Germinated *Arabidopsis thaliana* Seeds and Its Associated Transcriptome

**DOI:** 10.1371/journal.pone.0029123

**Published:** 2011-12-14

**Authors:** Julio Maia, Bas J. W. Dekkers, Nicholas J. Provart, Wilco Ligterink, Henk W. M. Hilhorst

## Abstract

The combination of robust physiological models with “omics” studies holds promise for the discovery of genes and pathways linked to how organisms deal with drying. Here we used a transcriptomics approach in combination with an *in vivo* physiological model of re-establishment of desiccation tolerance (DT) in *Arabidopsis thaliana* seeds. We show that the incubation of desiccation sensitive (DS) germinated Arabidopsis seeds in a polyethylene glycol (PEG) solution re-induces the mechanisms necessary for expression of DT. Based on a SNP-tile array gene expression profile, our data indicates that the re-establishment of DT, in this system, is related to a programmed reversion from a metabolic active to a quiescent state similar to prior to germination. Our findings show that transcripts of germinated seeds after the PEG-treatment are dominated by those encoding LEA, seed storage and dormancy related proteins. On the other hand, a massive repression of genes belonging to many other classes such as photosynthesis, cell wall modification and energy metabolism occurs in parallel. Furthermore, comparison with a similar system for *Medicago truncatula* reveals a significant overlap between the two transcriptomes. Such overlap may highlight core mechanisms and key regulators of the trait DT. Taking into account the availability of the many genetic and molecular resources for Arabidopsis, the described system may prove useful for unraveling DT in higher plants.

## Introduction

Desiccation tolerance (DT), or anhydrobiosis, can be conceptually defined as the ability to survive, by reversible cessation of metabolism, the removal of almost all cellular free water when in equilibrium with moderately dry air and resume normal function when re-hydrated [1]. By definition, desiccation tolerance is the ability of living organisms to deal with water losses below 0.1 g H_2_O g^−1^ dry weight and survive the re-hydration process without permanent damage [2].

Orthodox seeds acquire DT during development, concomitantly with a myriad of other processes like cell proliferation, reserve deposition, developmental arrest and maturation drying [3]. DT in (orthodox) seeds is based on a range of relatively complex protection mechanisms that accompany dehydration [4]. A strong correlation between protective mechanisms activated during dehydration, such as the accumulation of Late embryogenesis abundant (LEA) proteins and dehydrins, non-reducing sugars, sucrose, reactive oxygen species (ROS) scavenging, as well as switching off of metabolism, have been so far postulated as playing major roles in this phenomenon [5]. It has also been suggested that DT demands structural stabilizing processes, such as plasmalemma displacement and intracellular space vacuolization [6], [7]. In short, the mechanisms involved in DT may be roughly divided in three groups: 1) signalling mechanisms, gene regulation and functional proteomics; 2) metabolic adjustment and antioxidant systems; and 3) macromolecular and mechanical stability [8].

Several studies of the acquisition of DT during seed development [4], [9] and on its loss upon germination [10], [11], [12], [13] have been reported. Interestingly, DT can be rescued in germinated seeds by the application of a mild osmotic stress. The re-induction of DT in germinated seeds by incubation in PEG was first reported by Bruggink and van der Toorn (1995). They showed that DT could be fully restored in germinated seeds of *Cucumis sativus* and *Impatiens walleriana*. These authors suggested that this approach could serve as a convenient model system in studies of DT and may have important implications for the agricultural industry [14]. This strategy to re-induce DT in germinated seeds has been confirmed in other species like Medicago (*Medicago truncatula*) and *Tabebuia impetiginosa*. The re-establishment of DT in primary roots of Medicago germinated seeds by a mild osmotic stress (-1.5 MPa) treatment has been so far used to identify the transcriptome and (heat stable) proteome associated with DT [11], [15]. Furthermore, the application of a cold or heat shock prior to osmotic treatment improved desiccation tolerance in protruded radicles of *T. impetiginosa* [16]. These findings suggest the existence of overlapping mechanisms acting in parallel, or synergistically, in different stress types. Thus, understanding DT would not only enhance insights related to tolerance mechanisms of water deficit but also to other stresses, such as cold, salt and heat.

Despite numerous studies on the acquisition of DT during seed development and the re-induction of DT in germinated seeds, none of these have been able to ‘filter out’ the mechanisms that are not directly associated with DT but are coupled with other concomitant developmental pathways. Therefore, models capable of discriminating between overlapping developmental programs and the acquisition of DT are extremely promising to understand the genetic and molecular mechanisms controlling desiccation tolerance and sensitivity in seeds.

Arabidopsis (*Arabidopsis thaliana*) is a well-known model system in plant biology. Evidently, the use of this system together with all the genetic and molecular tools so far developed would generate a powerful model to further unravel the regulation and mechanisms of DT in higher plants. However it is not known whether germinated seeds of Arabidopsis are desiccation sensitive and if DT can be re-established after it has been lost upon completion of germination.

Here we show that Arabidopsis seeds lost DT upon germination and that DT can be re-induced in germinated seeds. Further we present the associated transcriptome of desiccation sensitive (DS) and DT germinated Arabidopsis seeds. The discovery of relevant genes may bring new insights to identify new strategies for crop production under abiotic stresses and highlight putative key hubs involved in the regulation of seed survival in the dry state. Furthermore, the use of Arabidopsis for studying loss and reestablishment of DT in germinated seeds in combination with genetic and molecular tools developed for this model species, engenders a powerful model to further unravel DT in higher plants.

## Materials and Methods

### Assessment of desiccation tolerance

Seeds of Arabidopsis, accession Columbia (Col-0), were cold stratified for 72 h at 4°C in 9 cm Petri dishes on two layers of blue filter paper (Anchor paper Co.) and 10 ml of distilled water. After stratification to break residual dormancy, germination was performed at 22°C under constant white light and determined from three independent replicates of 100 seeds, by counting the number of individual seeds that had a protruded radicle. To determine the percentage of desiccation-tolerant germinated seeds, four developmental stages were defined. For that a stereomicroscope was used and the seeds were grouped as follows: (stage I) testa rupture; (stage II) seeds at radical protrusion; (stage III) germinated seeds showing a primary root of 0.3–0.5 mm length; and (stage IV) at the appearance of the first root hairs (Figure 1). These developmental stages occurred approximately 24, 28, 32 and 36 hours after the seeds were transferred from 4°C to the optimum germination conditions at 22°C. Four replicates of 25 seeds for each stage were fast-dried for three days at 20°C under a forced air flow at 32% relative humidity (RH), which was achieved by a saturated calcium chloride solution in a closed chamber. Water contents were assessed gravimetrically for triplicate samples of 70 germinated seeds, by determination of the fresh weight and subsequent dry weight after 17 h at 105°C [17]. Water contents were expressed on a dry weight basis. After dehydration, germinated seeds were pre-humidified in humid air (100% RH) for 24 h at 22°C in the dark, in order to avoid imbibitional damage [18], and then rehydrated in H2O at 22°C on a Copenhagen Table under a 12/12 h dark/light regime. Germinated seeds that continued their development and transformed into viable seedlings were considered desiccation-tolerant.

**Figure 1:**
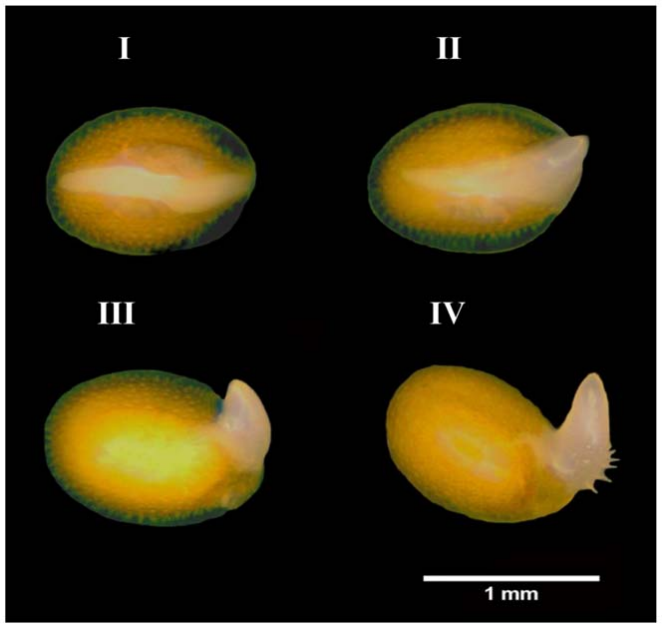
Arabidopsis seeds at different developmental stages during and after visible germination. I - testa rupture; II - at radical protrusion; primary root of approximately 0.3 mm length; and IV – at appearance of the first root hairs.

### Dehydration curves

Cold-stratified seeds were placed to germinate at 22°C under constant white light. Three replicates of 70 germinated seeds of the four developmental stages (Figure 1) were selected, placed in small aluminium pans and dried under a saturated CaCl_2_ atmosphere inside a drying chamber with a forced air flow (32% RH at 20°C). Concomitantly, three replicates of 70 germinated seeds of each developmental stage were picked-up and incubated in 6-cm petri dishes containing 1.2 ml of a polyethylene glycol (PEG 8000) solution with an osmotic potential of -2.5 MPa on one layer of filter paper at 22°C. After 3 d of PEG incubation and a quick wash in distilled water to remove residual PEG, the seeds were transferred to small aluminium pans and dried under a saturated CaCl_2_ atmosphere inside a drying chamber with a forced air flow. During the drying step and PEG incubation, samples were taken at intervals to measure water content by gravimetry.

### Assessment of the loss and re-establishment of DT

To assess the re-establishment of DT in germinated seeds, they were selected by their developmental stage (I, II, III and IV – Figure 1) using a stereomicroscope and either (fast) dried directly or after 3 d of incubation in PEG solution. Incubation was done in the dark at 22°C, in 6-cm Petri dishes containing 1.2 ml of PEG solution (-2.5 MPa) on one sheet of filter paper. After incubation, germinated seeds were rinsed thoroughly in distilled water with the aid of a set of sieves, transferred to new Petri dishes with one dry sheet of germination paper and then dehydrated, pre-humidified and rehydrated as described before. Germinated seeds that resumed growth and generated a viable seedling after rehydration were considered DT. Four independent experiments of 25 germinated seeds each were carried out for each treatment.

### RNA extraction, target synthesis and microarray hybridization

Germinated seeds of stage II after PEG incubation (DT) and non-treated germinated seeds at the same developmental stage (DS) were used for the RNA extractions. Total RNA was extracted according to the hot borate protocol modified from Wan and Wilkins (1994) [19]. Three replicates of approximately 1000 germinated seeds for each treatment were homogenized and mixed with 800 µL of extraction buffer (0.2M Na borate decahydrate (Borax), 30 mM EGTA, 1% SDS, 1% Na deoxycholate (Na-DOC)) containing 1.6 mg DTT and 48 mg PVP40 which had been heated to 80°C. 1 mg proteinase K was added to this suspension and incubated for 15 min at 42°C. After adding 64 µl of 2 M KCL the samples were incubated on ice for 30 min and subsequently centrifuged for 20 min at 12,000 g. Ice-cold 8 M LiCl was added to the supernatant in a final concentration of 2 M and the tubes were incubated overnight on ice. After centrifugation for 20 min at 12,000 g at 4°C, the pellets were washed with 750 µl ice-cold 2 M LiCl. The samples were centrifuged for 10 min at 10,000 g at 4°C and the pellets were re-suspended in 100 µl DEPC treated water. The samples were phenol chloroform extracted, DNAse treated (RQ1 DNase, Promega) and further purified with RNEasy spin columns (Qiagen) following the manufacturer's instructions. RNA quality and concentration were assessed by agarose gel electrophoresis and UV spectrophotometry. RNA was processed for use on *Affymetrix®* Arabidopsis SNPtile array (atSNPtilx520433) as described by the manufacturer. Briefly, 1 µg of total RNA was reverse transcribed using a T7-Oligo(dT) Promoter Primer in the first-strand cDNA synthesis reaction. Following RNase H-mediated second-strand cDNA synthesis, the double-stranded cDNA was purified and served as template in the subsequent *in vitro* transcription (IVT) reaction. The IVT reaction was carried out in the presence of T7 RNA Polymerase and a biotinylated nucleotide analog/ribonucleotide mix for complementary RNA (cRNA) amplification and biotin labeling. The biotinylated cRNA targets were then cleaned up, fragmented, and hybridized to the SNPtile array. The hybridization data was extracted using an R-script with the help of an annotation-file based on TAIR9 annotation (http://aquilegia.uchicago.edu/naturalvariation/cisTrans/ArrayAnnotation.html). Data were normalized in R using quantile normalization and average results for the 3 arrays per sample were used for further analysis. All data are MIAME compliant as detailed on the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html and the data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [20] and are accessible through GEO Series accession number GSE30853 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30853).

### Microarray analysis

For analysis of the DT/DS gene set, germinated seeds after PEG treatment versus non-treated germinated seeds at the same developmental stage, we used the over-representation analysis (ORA) tool of GeneTrailExpress [21]. This analysis was employed to identify significantly enriched gene ontologies (GO) categories. ORA was performed with the following parameters: significance level: 0.05, p-value adjustment for multiple testing: Bonferroni adjustment, minimum class size: 3, maximum class size: 40.

To identify cis-acting promoter elements potentially involved in regulating the co-expression of genes involved in DT, the Arabidopsis expression network analysis (*Athena*) tool was used (http://www.bioinformatics2.wsu.edu/cgi-bin/Athena/cgi/home.pl) [22]. Specifically, the promoter regions of all differentially up-regulated genes (Fold change ≥2 and P-value ≤0.05) were searched for any common motifs located within a 1 kb region upstream of the translational start site.

## Results

### Assessment of the re-establishment of desiccation tolerance

Previous reports have shown that DT can be fully rescued in germinated seeds [10], [14], [16]. Here it was tested whether DT could be re-induced in Arabidopsis seeds by treating them in a PEG (-2.5 MPa) solution for three days at 22°C. DT can be re-induced in imbibed seeds only in a limited time frame and its loss usually coincides, depending on the species, with the protrusion of the radicle tip and/or radicle length [10], [14], [16]. Therefore we defined four clearly distinct developmental stages to assess for re-induction of DT. The stages are: stage I (testa rupture), stage II (seeds at radical protrusion), stage III (germinated seeds showing a primary root of 0.3–0.5 mm length) and stage IV (at the appearance of the first root hairs) (Figure 1). First we determined the best developmental stage suitable for the re-establishment of DT. For all stages DT could be re-established to a certain extent however seeds at earlier stages (i.e. stages I and II) performed better as compared to the two later stages. Seeds completing germination at stage I and germinated at stage II, showed 100% of re-establishment of DT regarding primary roots, cotyledons and seedling formation while for those at stage III a slight reduction in all parameters was observed (Figure 2). Germinated seeds at stage IV showed low competence in re-establishing DT with a final survival rate of 38% (Figure 2). This treatment pointed to a developmental stage-dependent re-establishment of DT and, in addition, indicates that different seed parts have differential sensitivity to drying. Interestingly, more seedlings survived due to lateral root formation. This phenomenon was also observed by several other authors. They frequently noted the appearance of lateral roots after the primary root had been lethally damaged by desiccation [14], [16], [23]. Seedlings that did not resume radicle growth, frequently showed growth of the cotyledons and, to a lesser extent, also of the hypocotyl. However, the longer the radicle before dehydration, the less frequent the growth of cotyledons and hypocotyl.

**Figure 2:**
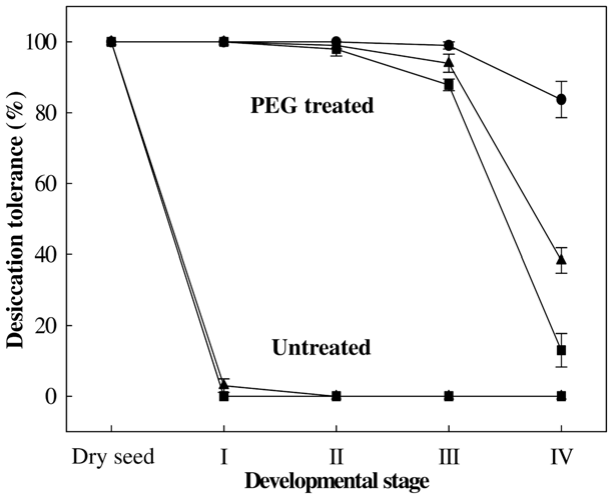
Re-establishment of desiccation tolerance in Arabidopsis. Desiccation tolerance was determined after drying the germinated seeds with or without previous PEG treatment, followed by pre-humidification and rehydration. Survival of cotyledons (circles) and primary roots (squares) was scored 5 d after rehydration and seedlings (triangles) 10 d after rehydration. Each data point is the average of four independent experiments of 25 seed/seedlings. Bars represent standard error.

Next we investigated the effect of the osmotic potential and time of incubation on the ability to re-establish DT in germinated Arabidopsis seeds. Therefore, first, seeds at stage II were submitted to different PEG concentrations (Figure 3A). DT could be substantially re-induced (approximately 100%) for all parameters in seeds treated with PEG -2.5 MPa. A lower PEG osmotic potential (-1.7 MPa) re-induced DT as well and resulted in nearly 100% survival of the cotyledons after drying. However, this concentration resulted in a huge drop of primary root survival to approximately 10%. A larger percentage of seedlings survived (60%) although this depended on lateral root formation. From -2.5 MPa downwards there was an abrupt drop in DT re-establishment, decreasing to 34% for cotyledons, 1% for primary roots and 7% for seedling formation at -3.5 MPa, to 0% for all parameters at -5.0 and -7.0 MPa (Figure 3A).

**Figure 3:**
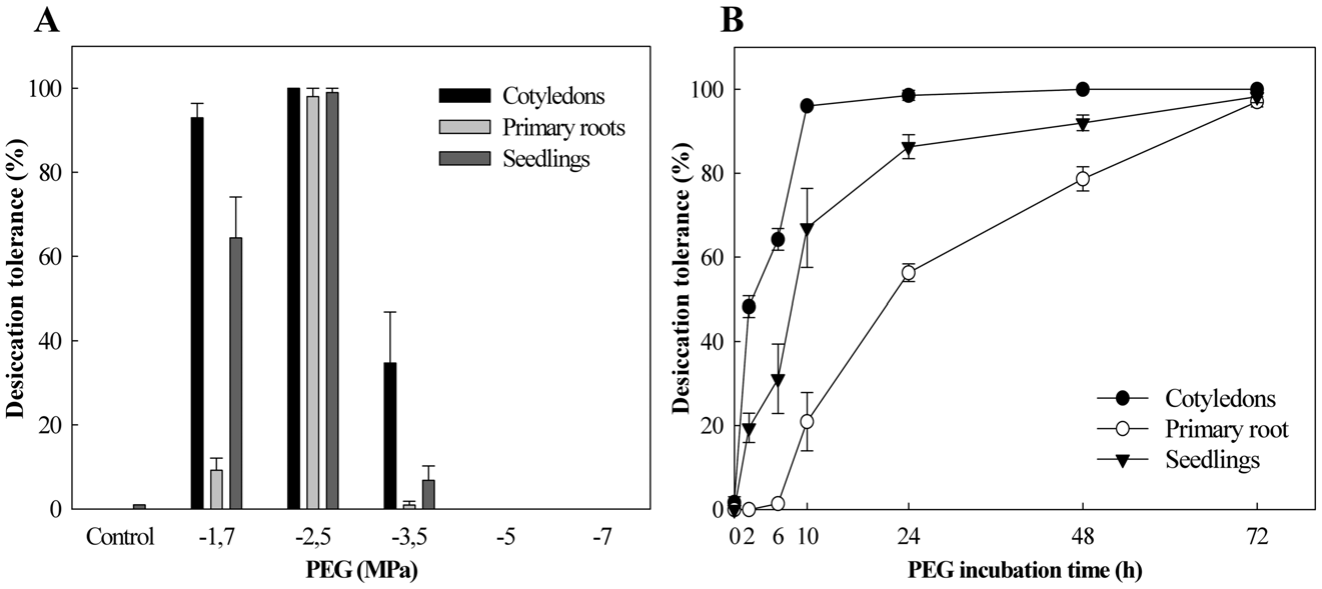
Osmotic potential and incubation time effects on re-establishment of desiccation tolerance. (A) PEG osmotic potential effect on DT; (B) -2.5 MPa PEG solution incubation time effect on DT. Survival of cotyledons and primary roots was scored 5 d after rehydration and seedlings 10 d after rehydration. Each data point is the average of four independent experiments of 25 seeds at developmental stage II. Bars represent standard error. Control  =  germinated seeds dried directly at 32% RH without previous PEG treatment.

Thus a concentration of -2.5 MPa PEG solution is the optimal concentration to re-establish DT of stage II Arabidopsis seeds. Lastly we varied the incubation time from several hours up to three days using stage II seeds in a -2.5 MPa PEG solution. As the acquisition of DT is an active process [24], the incubation time also appeared to be crucial to the recovery of DT. A minimum of three days in -2.5 MPa PEG was necessary for full re-establishment of this attribute in Arabidopsis germinated seeds (Figure 3B).

### Drying responses

Different dehydration conditions, especially drying rates, can significantly influence the response of desiccation-sensitive plant tissues [25]. Therefore we first studied the de-hydration behaviour of the Arabidopsis seeds at all four defined stages. All developmental stages showed similar behaviour in relation to the drying procedures and achieved water content (WC) levels as low as 0.08 g H_2_O g^−1^ dry weight by the end of the first 6 hours of drying (Figure 4A). The drying responses of germinated seeds incubated in PEG -2.5 MPa (optimal treatment, see below) was characterized (Figure 4B). All the developmental stages responded similarly when exposed to PEG and further drying at 32% RH. Despite a small difference in initial WC of seeds in the different stages, with the highest in the most advanced stages, they achieved similar WCs by the end of the PEG incubation (0.5 g H_2_O g^−1^ dry weight) and after CaCl_2_ drying (0.05 g H_2_O g^−1^ dry weight) (Figure 4A and B).

**Figure 4:**
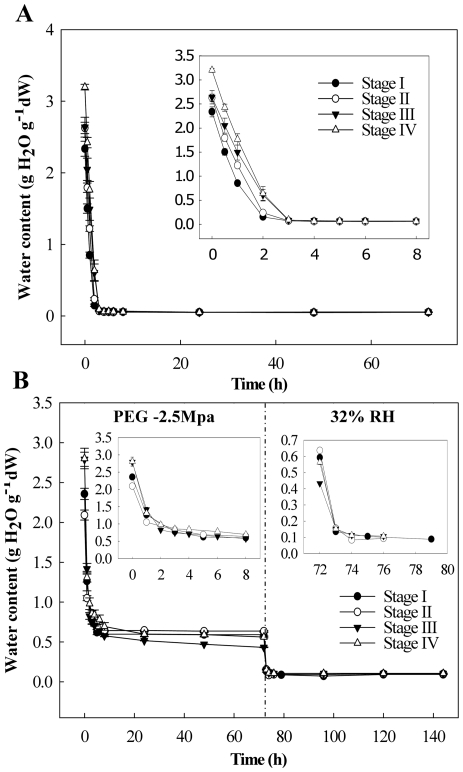
Arabidopsis seed water content changes upon dehydration. Dehydration at 32% RH (A) and incubation in PEG followed by dehydration at 32% RH (B). Inserts show the first hours of drying in more detail. Bars represent standard error.

### The Arabidopsis transcriptome in desiccation sensitive and -tolerant germinated seeds

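RNA was compared between 2 groups of Arabidopsis seeds that had germinated to stage II. One group was incubated for 3 d in polyethylene glycol (PEG), which withdraws water osmotically, at -2.5 MPa (DT, desiccation tolerant), and the other was not treated (DS, desiccation sensitive). Each group had 3 biological replicates with 1 array each, so 6 arrays in all. Labelled cRNA was hybridized to the Affymetrix Arabidopsis SNPtile array. The authors extracted the signals with an R script and an annotation based on an earlier genome release, applied quantile normalization and deposited 1 value per gene on the log2 scale for 30509 genes. The median log2 signal was 4.76, 4.77 and 4.78 on the DS arrays and 4.72, 4.72 and 4.73 on the DT arrays. The correlation between arrays across genes was 0.972 to 0.977 within DS, 0.958 to 0.975 within DT and 0.798 to 0.819 between the groups. The first principal component took 80.6% of the variance and separated DT from DS. The median SD of a gene between replicates was 0.062 in DS and 0.07 in DT on the log2 scale. In 12944 genes, or 42.4%, the 3 DT arrays all lay on one side of the 3 DS arrays, where chance gives 10%. The values were used as deposited and tested with limma, which fits a linear model to each gene and moderates its variance across genes, with Benjamini-Hochberg adjustment. With 3 arrays against 3, an exact permutation test of a single gene cannot give a p below 0.1, and the number of arrays limits the precision. Gene positions are those of the TAIR10.1 assembly, in which 30078 of the 30509 locus identifiers were found. The paper's methods describe germination under constant white light and the incubation in PEG in the dark, so light differed between the groups together with PEG. No group of arrays was kept for 3 d without PEG, so the time since germination differed as well.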

Our next step was to carry out a global microarray analysis to identify the genes whose expression changed in the germinated seeds at stage II after PEG incubation (DT) in comparison with that of the non-treated germinated seeds at the same developmental stage (DS). To catalogue genes whose expression responded to the PEG treatment with confidence a cut-off based filter was applied. Genes were selected if their expression exhibited at least 2-fold enhancement/reduction in expression after three days of incubation in PEG in comparison with the non-treated samples, and if the enhancement/reduction in expression was statistically significant (P-value ≤0.05) over three independent biological replicates. 

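A gene was called when its mean log2 signal differed by at least 1 between DT and DS and limma's unadjusted p was at most 0.05. Of the 30509 genes, 678 were called, 263 higher and 415 lower in DT. All 678 also had a Benjamini-Hochberg adjusted p from limma of at most 0.05. Without the fold change filter, 9128 genes passed the adjusted threshold, 3043 higher and 6085 lower in DT. The 677 genes of the paper's Table S1 were all among the called genes with the same sign, and their mean log2 differences equalled the fold changes printed there within 5e-06. The remaining called gene, AT3G02468, fell by 1.01 on the log2 scale, and its DS and DT arrays overlapped. It is named after its values were seen. The alternative that moved the directions most was a repeated quantile normalization of the gene values, which called 324 genes higher and 318 lower.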

The array used in this experiment covers 30.509 genes in the Arabidopsis genome and the application of this filter resulted in a list (DT/DS gene set) of 677 genes, of which 263 were up-regulated and 414 were down-regulated (Table S1). These genes exhibited an unclustered distribution across the range of hybridization intensities, which indicates an unbiased representation of gene expression. 

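Over the 6 arrays, genes were ranked by their mean log2 signal and divided into 4 groups of equal size. The brightest group, from 5.13 to 8.91, held 645 of the 678 called genes, or 95.1%. The next group, from 4.76 to 5.13, held 32, the one from 4.53 to 4.76 held 1, and the dimmest held 0, with the same numbers when limma's adjusted p took the place of the unadjusted p. Of the genes of the brightest group, 8.46% were called. That group held 96.6% of the genes called up and 94.2% of those called down. The mean over both conditions includes the change itself, so a called gene starting at the background is already moved upward in this ranking. In a ranking chosen after the data were seen, by the DS mean for genes called up and the DT mean for genes called down, the 4 groups from dimmest to brightest held 41, 133, 220 and 284 called genes. As a measure of background, 95% of the 2862 genes annotated as pseudogenes had a mean signal below 4.93, and 63.3% of all genes lay below that level.

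**Figure D1:**
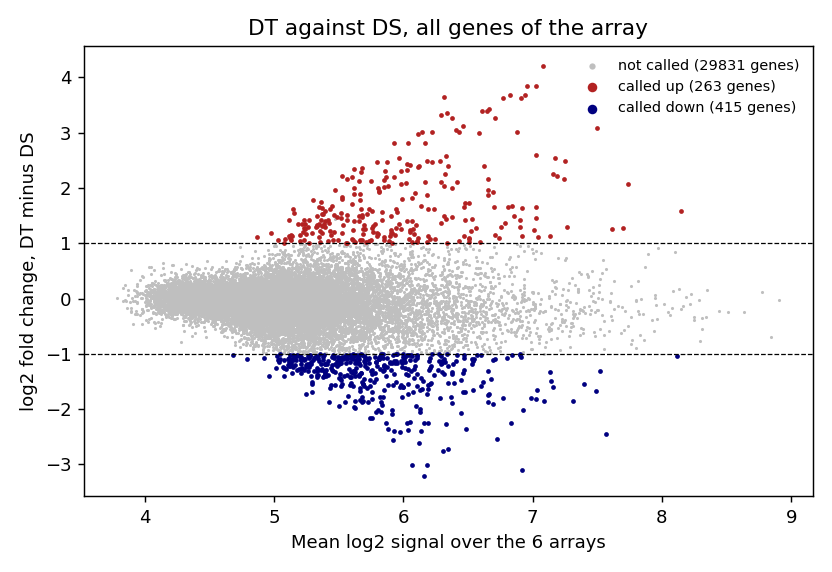
Each point is 1 of 30509 genes, with its mean log2 signal over the 6 arrays on the horizontal axis and its log2 fold change, DT minus DS, on the vertical axis. The dashed lines mark a log2 fold change of 1 and -1, and of the 263 genes called up and 415 called down 1 lies to the left of 4.76.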

In order to visualize the overall differentially expressed genes (P-value ≤0.05), we used the Page-Man/MapMan package (http://MapMan.gabipd.org). This tool allows users to display genomic datasets onto pictographic diagrams to get a global overview of the ontology of the up- and down-regulated genes [26]. We used the seed-specific MapMan pathway, which efficiently captures the most relevant molecular processes in seeds [27]. In DT germinated seeds, up-regulation was found of transcripts encoding for cold and drought stress responsive genes, LEA (Late Embryogenesis Abundant) proteins, seed storage proteins, such as cruciferins and PAP85, enzymes involved in triacylglycerol synthesis, transcription factors, especially those interacting with drought and ethylene responsive elements, and dormancy related proteins (Figure 5 and Table S1). Furthermore, genes encoding for ABA signal transduction elements and ABA biosynthesis were up-regulated, concomitantly with the down-regulation of GA biosynthetic genes such as *AtGA3ox2* and GA-responsive genes like AGPs (arabinogalactan proteins) and *GASA3*. 

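Gene families were defined by words in the gene names and descriptions of the TAIR10.1 annotation and tested as sets with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over 19 families. Of 97 genes annotated as LEA proteins or dehydrins, 27 were called up and 1 down, the median log2 fold change was 0.05 and the adjusted p from camera was 1.31e-05. In the 58 genes left without those annotated as hydroxyproline-rich glycoproteins, a choice made after the data were seen, the median was 0.65. The largest rise of the family was that of M17 (AT2G41260, chromosome 2 from 17206452 to 17207698), from 5.10 ± 0.07 in DS to 8.95 ± 0.09 in DT (SD, n = 3). Of 20 oleosins and caleosins, 8 were called up and 1 down, with a median of 0.21 and an adjusted p of 3.6e-08 from camera, and OLEO1 (AT4G25140) rose by 3.68. The words for seed storage proteins took in 114 genes, most of them of the lipid-transfer protein superfamily, and the family did not pass the threshold (adjusted p = 0.841 from camera). Its median was -0.02 while its mean and the test pointed up, and the median turned to 0.02 with arrays centred or quantile normalization repeated. Among the cruciferins, CRA1 (AT5G44120, chromosome 5 from 17756238 to 17758336) had the largest rise of all called genes, from 4.98 ± 0.07 to 9.18 ± 0.10 (SD, n = 3), CRU3 (AT4G28520) rose by 3.39 and CRU2 (AT1G03880) by 1.06, the last not called when DT replicate 1 was left out. PAP85 (AT3G22640, chromosome 3 from 8011724 to 8013941) rose by 3.68, with a standard error of 0.073. The words for seed storage proteins did not take it in. Of 5 genes annotated as acyltransferases of triacylglycerol synthesis, 0 were called and 1 was higher in DT, TAG1 (AT2G19450) by 0.38. Their median was -0.02, and turned to 0.02 with quantile normalization repeated and above 0 with arrays centred. At an adjusted limma p of 0.05, 1 of them was higher and 2 were lower. Among 72 genes annotated as responsive to drought, cold or low temperature, 9 were called up and 2 down, and at an adjusted limma p of 0.05 14 were higher and 17 lower. In all, 31 were higher and 41 lower. Among 55 genes annotated as binding dehydration- or ethylene-responsive elements, 3 were called up and 1 down, with EBP (AT3G16770) rising by 1.37, and at an adjusted limma p of 0.05 13 were higher and 16 lower. In all, 22 were higher and 33 lower. The median of both groups was -0.03, and turned to 0.02 and 0.01 with arrays centred and to above 0 with quantile normalization repeated. Among 14 dormancy-related genes, 4 were called up and 0 down, and AT2G33830 rose by 2.11. The words for these last 3 groups were chosen after the data were seen. Under fry, all 11 families that passed with camera passed again, and with an inter-gene correlation estimated from the 6 arrays 0 of 19 passed. fry asks whether the genes of a family change at all, and camera whether they change more than other genes. Passing fry is therefore no second test of the same question.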

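Of 10 genes annotated to ABA biosynthesis, 9 were higher in DT, 4 of them at an adjusted limma p of at most 0.05, and 0 reached a log2 fold change of 1. The 1 lower gene, ABA2 (AT1G52340), had a log2 fold change of -0.25 (adjusted p = 0.00834 from limma). The largest rise was that of ABA1 (AT5G67030, chromosome 5 from 26753469 to 26757402), by 0.74 with a standard error of 0.063 (adjusted p = 7.81e-05 from limma). Of 14 ABA receptors, 9 were lower in DT, with a median log2 fold change of -0.39. PYL4 (AT2G38310) fell by 1.79 and PYL7 (AT4G01026) rose by 1.34, and was not called without DT replicate 1. Among 9 protein phosphatases 2C related to ABA, words chosen after the data were seen, AHG1 (AT5G51760) had the largest rise, 2.13. GA3OX2 (AT1G80340, chromosome 1 from 30200466 to 30202349) fell from 6.53 ± 0.04 to 5.01 ± 0.05 (SD, n = 3), a log2 fold change of -1.52 with an adjusted p of 8.23e-07 from limma. Among 13 genes of gibberellin biosynthesis it was the 1 called, and 8 of the 13 were higher in DT, with GA20OX3 (AT5G07200) rising by 0.79. Of 57 genes found with the words for arabinogalactan proteins, 48 were lower in DT and 7 were called down. The words did not take in all of the fasciclin-like FLA2, FLA7 and FLA9, which were also called down. The log2 fold change was -2.38 for AGP12 (AT3G13520), -2.09 for AGP21, -1.95 for AGP4, -1.54 for AGP15, -1.25 for AGP18 and -1.16 for AGP7. GASA3 (AT4G09600, chromosome 4 from 6072804 to 6073646) was at 4.81 ± 0.12 in DS and 7.24 ± 0.14 in DT (SD, n = 3), a log2 fold change of 2.43 (adjusted p = 1.23e-06 from limma). GASA1 (AT1G75750) fell by 1.46.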

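Of 35 genes annotated to the breakdown of starch, sucrose and other sugars, a group of words chosen after the data were seen, 18 were higher and 17 lower in DT, and the 2 called genes were both higher. At an adjusted limma p of 0.05, 9 were higher and 12 lower. AGAL2 (AT5G08370) had the largest fall, a log2 fold change of -0.98, and was called without DS replicate 2 and without DT replicate 3. PFK2 (AT5G47810, chromosome 5 from 19356292 to 19358125), a phosphofructokinase, rose from 4.85 ± 0.05 to 6.77 ± 0.05 (SD, n = 3). Of 37 antioxidant enzymes (peroxiredoxins, superoxide dismutases, catalases, and glutathione and ascorbate peroxidases), 2 were called up and 0 down. At an adjusted limma p of 0.05, 8 were higher and 16 lower, and the median log2 fold change of the family was -0.04 while its mean was 0.05. The median turned to 0.01 with arrays centred and 0.02 with quantile normalization repeated. GPX2 (AT2G31570) had the largest fall, a log2 fold change of -0.98, and was called without DS replicate 1 and without DT replicate 1.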

Genes related to carbohydrate breakdown and antioxidant activity were also triggered in the DT germinated seeds (Figure 5). In contrast, a massive repression of genes related to DNA biosynthesis and chromatin structure, energy metabolism and cell wall modification was seen in the DT germinated seeds (Figure 5). 

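Of 53 core histone genes, 41 were lower in DT, 14 were called down and 0 up, with a median log2 fold change of -0.46 (adjusted p = 4.9e-07 from camera). AT3G46320, a histone gene on chromosome 3 from 17019785 to 17020428, fell from 7.99 ± 0.14 to 5.45 ± 0.05 (SD, n = 3). Of 34 genes of DNA replication, 3 were called down and 1 up, and the family did not pass the threshold of camera (adjusted p = 0.275). Its median was -0.03, and 0.01 with arrays centred. TSO2 (AT3G27060) fell by 1.69. Of 33 xyloglucan endotransglucosylases, 26 were lower in DT and 8 were called down, with a median of -0.49 (adjusted p = 2.99e-06 from camera), and XTH18 (AT4G30280, chromosome 4 from 14825757 to 14827211) fell by 3.02, the largest fall of the family. Of 38 expansins, which also loosen cell walls, 0 were called, 19 were higher and 19 lower, and at an adjusted limma p of 0.05 5 were higher and 8 lower.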

Regarding the ‘Energy’ class, down-regulation occurred particularly for genes related to photosynthesis and the Calvin cycle (Figure 5).

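Of 68 genes of the photosystems and light-harvesting complexes, 64 were lower in DT, 54 of them at an adjusted limma p of at most 0.05, and 17 were called down. The median log2 fold change was -0.57 and the adjusted p from camera was 4.89e-16, the smallest of the 19 families. ELIP1 (AT3G22840, chromosome 3 from 8084405 to 8085669) fell from 7.47 ± 0.15 to 5.20 ± 0.65 (SD, n = 3), and its log2 fold change lay between -2.64 and -2.07 with each array left out in turn. Of 9 genes annotated to the Calvin cycle, 7 were lower and 3 were called down, with a median of -0.75 (adjusted p = 0.000361 from camera). RBCS1B (AT5G38430), a small subunit of Rubisco, fell by 1.76.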

**Figure 5:**
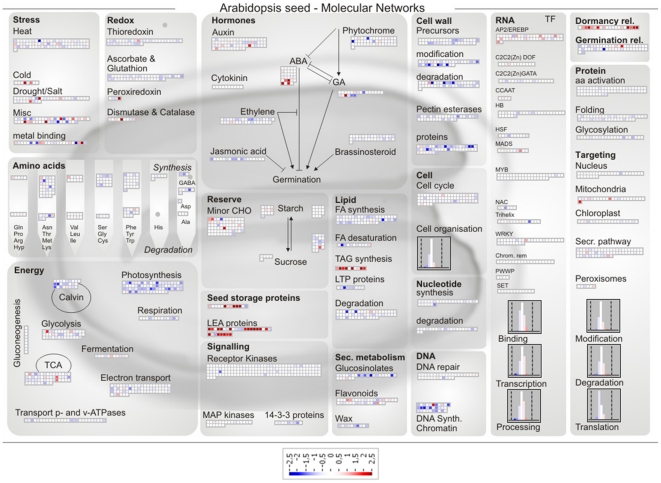
Seed MapMan molecular network map. Log2 ratios are used to express relative transcript levels in germinated Arabidopsis seeds at stage II treated for 3 d in PEG -2.5 MPa versus non-treated seeds in the same developmental stage. Red squares, higher levels in PEG treated seeds; blue squares, higher levels in non-treated seeds. Only ratios with P values lower or equal to 0.05 are displayed.

In order to verify whether our strategy to visualize and filter the gene set was valid, a more detailed analysis was undertaken. We used the over-representation analysis (ORA) tool of GeneTrailExpress [21]. This analysis compares a gene set of interest to the reference set and when considering a certain functional category as a gene ontology (GO) term, it attempts to detect if this category is over-represented or under-represented in the respective gene set. It also estimates how likely this is due to chance [21]. The filtered gene set was split into two subsets, up- and down-regulated, and the program allowed us to determine which GO categories were significantly enriched (P-value ≤0.05) in the DT/DS up- and down-regulated gene subsets (Figure 6). GO terms describing developmentally related processes such as ‘lipid storage’, ‘nutrient reservoir activity’ and ‘seed maturation’ together with GO terms describing responses to various abiotic stresses responses such as freezing, water deprivation and cold were among the top-ranked enriched processes in the DT/DS up-regulated gene subset. It is important to stress that the genes were ranked in relation to the observed/expected ratio and GO terms such as the ones related to seed development, embryonic development ending in seed dormancy, post-embryonic development, response to hormone and abiotic stimulus as well as response to stress were represented by a large number of genes in the DT/DS up-regulated gene subset (Figure 6). Furthermore, response to water deprivation and abscisic acid (ABA) stimulus categories were, at the same time, represented by a high number of genes and high-ranked, reinforcing the importance of the hormone ABA to the acquisition of DT. 

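The genes that the paper's Table S2 lists in these categories were looked up in the deposited values. The 7 genes of lipid storage were all called up, with log2 fold changes from 1.30 to 3.68. The 6 of nutrient reservoir activity rose by 1.06 to 4.20 and the 4 of seed maturation by 1.65 to 3.31. The 3 genes of response to freezing rose by 2.00 to 3.68, with a median of 3.27. The 11 genes listed under response to cold in the up-regulated part rose by 1.14 to 3.84. The down-regulated part lists 18 names under response to cold, and the 17 that were matched were all called down, with log2 fold changes from -2.27 to -1.02. These genes had been selected as changed on the same arrays, so their size of change is a description.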

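The 13 genes of response to water deprivation in Table S2 were all called up here, with a median log2 fold change of 1.65, and the 19 genes of response to abscisic acid stimulus had a median of 2.29.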

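DREB2A (AT5G05410, chromosome 5 from 1602205 to 1604112), a DRE-binding transcription factor, rose from 5.03 ± 0.07 in DS to 6.36 ± 0.24 in DT (SD, n = 3), a log2 fold change of 1.33 with a standard error of 0.111. XERO1 (AT3G50980, chromosome 3 from 18941925 to 18942940), a dehydrin, rose by 1.57. EM1 (AT3G51810, chromosome 3 from 19214722 to 19215831) rose by 3.00 and GEA6 (AT2G40170, chromosome 2 from 16779552 to 16780368) by 3.01, with standard errors of 0.136 and 0.095. RAB18 (AT5G66400, chromosome 5 from 26518277 to 26519447) rose from 5.04 ± 0.18 to 8.88 ± 0.04 (SD, n = 3). The adjusted limma p was 6.63e-05 for DREB2A, 1.62e-06 for XERO1, 3.82e-06 for EM1, 7.73e-07 for GEA6 and 2.17e-07 for RAB18. In each of these genes the 3 DT arrays lay above the 3 DS arrays.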

Drought responsive genes such as *DREB2A, XERO1*, LEA genes and ABA-responsive genes, such as *EM1, GEA6, RAB18, LTI65, RD29B*, among others, appeared in the DT/DS gene set (Table S1). 

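The locus AT5G52300 (chromosome 5 from 21237021 to 21239531, 5 exons) carries the symbol LTI65 and the synonym RD29B in the annotation. Its log2 signal was 4.92 ± 0.07 in DS and 7.32 ± 0.13 in DT (SD, n = 3), a log2 fold change of 2.40 with a standard error of 0.075 (adjusted p = 7.44e-07 from limma).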

Interestingly, the *RD29B* gene, which was highly up-regulated in the DT/DS gene set (Table S1), was not listed in the GO category ‘response to ABA stimulus’ (Table S2), showing that the power of this analysis can be limited by the GO annotation's accuracy. *LTI65* contains two ABA-responsive elements (ABREs) that are required for the dehydration-responsive expression of *RD29B* as cis-acting elements [28]. On the other hand, all the drought responsive genes that were highly up-regulated in the DT/DS set such as *PER1, RAB18, ATDI21* and *DREB2A*, were retrieved in the GO category ‘response to water deprivation’. 

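In the 1000 bp upstream of the start codon of AT5G52300, on chromosome 5 of TAIR10.1, the ABRE consensus ACGTGKC, where K is T or G, occurs 3 times. The site ACGTGGC lies from 21236983 to 21236989, starts 222 bp before the start codon and stands in the sequence ACTGGCTGAGACGTGGCAGGACGAAAC. The site ACGTGTC lies from 21237011 to 21237017, starts 194 bp before the start codon and stands in GACGCATCGTACGTGTCAGAATCCTAC. The third site is on the opposite strand, reads GCCACGT on the strand of the gene and lies from 21236958 to 21236964. All 3 lie upstream of the annotated start of the gene.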

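PER1 (AT1G48130, chromosome 1 from 17780429 to 17781727), a peroxiredoxin, rose from 4.89 ± 0.07 to 7.94 ± 0.07 (SD, n = 3), a log2 fold change of 3.05 (adjusted p = 9.32e-08 from limma). ATDI21, listed as DI21 in the annotation (AT4G15910, chromosome 4 from 9028262 to 9029477), rose by 1.65 with a standard error of 0.075. With each array left out in turn, the rise of DREB2A lay between 1.20 and 1.44 and that of RAB18 between 3.79 and 3.95.

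**Figure D2:**
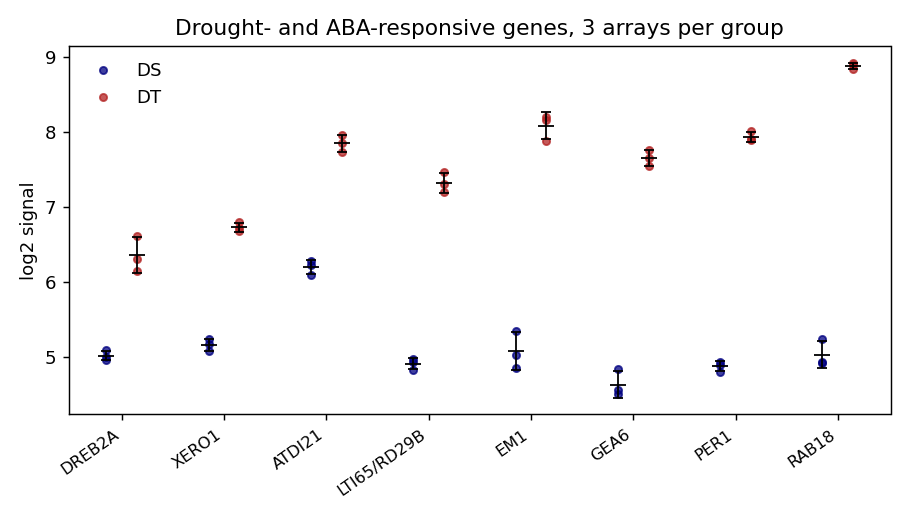
Log2 signal of the drought- and ABA-responsive genes on each of the 3 DS and 3 DT arrays, as points, with the mean and SD of each group in black. In every gene shown the DT arrays lie above the DS arrays, by 1.33 in DREB2A up to 3.84 in RAB18.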

Analyses of *DREB2A* has shown that it is possible to increase drought stress tolerance of the transgenic plants overexpressing this gene and revealed that DREB2A regulates the expression of many water stress inducible genes [29], [30]. As expected, GO categories denoting processes related to energy such as ‘response to red light’, ‘chlorophyll binding’ and ‘photosynthesis’, as well as GO categories grouping genes related to cell wall breakdown and loosening, metabolism of fatty acids, among other post-germination related processes, were over-represented in the down-regulated DT/DS gene subset. For example, xyloglucan endotransglycosylases/hydrolase (XET) genes, such as *MERI5B, XTH9* and *TCH4* were down-regulated in the DT/DS gene set (Table S1). This gene family encodes for enzymes that modify a major structural component of the plant cell wall, xyloglucans, and therefore may influence plant growth and development [31].

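The members that Table S2 lists were again looked up. The 5 genes of chlorophyll binding were all called down, with log2 fold changes from -2.27 to -1.31. Of the 8 names under response to red light 7 could be matched to a locus, and these had a median of -1.63. The 20 genes named for the plant-type cell wall category lay between -2.72 and -1.07.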

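MERI5B (AT4G30270, chromosome 4 from 14819192 to 14820595), which the annotation lists as XTH24, fell from 6.82 ± 0.14 to 4.67 ± 0.07 (SD, n = 3), a log2 fold change of -2.15 with an adjusted p of 1.25e-06 from limma. XTH9 (AT4G03210, chromosome 4 from 1415617 to 1417444) fell by 1.95, with a standard error of 0.151, and TCH4 (AT5G57560, chromosome 5 from 23307006 to 23308680) by 1.29, with a standard error of 0.072.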

**Figure 6:**
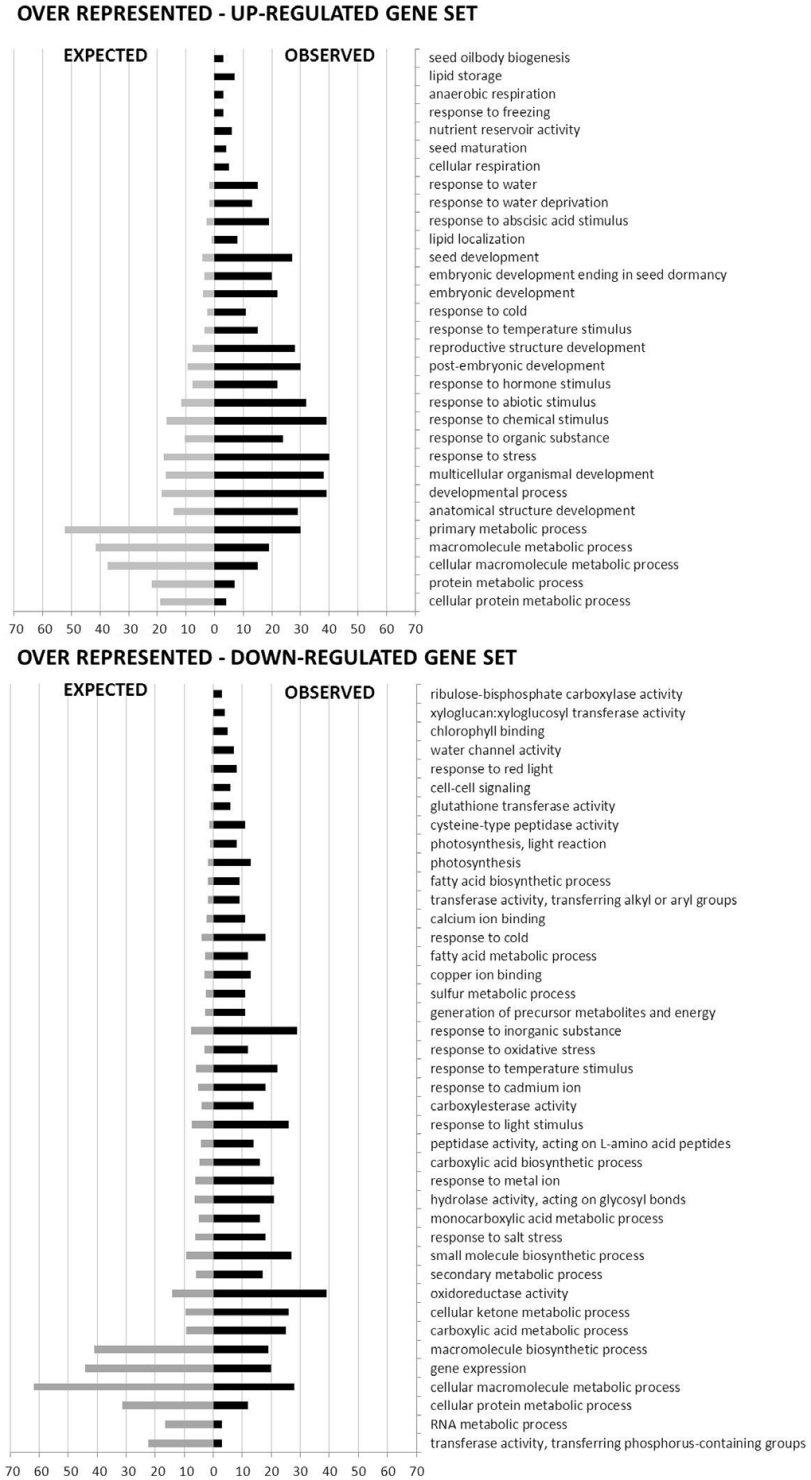
Over-representation analysis of the differentially expressed genes after PEG treatment. The gene set analyzed was first filtered through a fold-change and variance cut-off based filter (fold change ≥2 and P-value ≤0.05). The bars are listed in relation to the observed/expected genes ratio (high to low).

Furthermore, we compared the gene list after the cut-off filter (DT/DS gene set - Table S1) against a data set obtained in a similar system for Medicago [11] and a significant overlap was found. 

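Table S4 gives the paper's Medicago log2 ratios for 734 Arabidopsis homologues, of which 728 were on the array. In 539 of these, or 74.0%, the Arabidopsis log2 fold change had the same sign as the Medicago ratio, with 161 higher and 378 lower in both. Across these genes, which are not independent replicates, Spearman's rho was 0.537. Among the 93 that were called here, 40 were higher and 45 lower in both species and rho was 0.809. These 93 leave out genes with small changes, so their rho cannot be set beside that over all 728. Every gene in the copy of Table S3 used here, which holds fewer genes than the paper states, was called here. Table S3 was drawn from Table S1, whose genes were selected as changed on these same arrays, so this was fixed in advance. The 48 genes it gives as higher in both species rose by 1.02 to 4.20 in Arabidopsis, with a median of 1.73, and the 48 given as lower in both had a median of -1.23.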

Among 111 genes that were present in both Arabidopsis and Medicago gene sets, 49 were down- and 48 were up-regulated in both species and 14 displayed opposite response (Figure 7 and Table S3). As in Arabidopsis, genes encoding for antioxidant activity, ABA signalling, seed storage proteins, LEA proteins, drought and ethylene responsive elements and dormancy related traits were up-regulated in the rescued Medicago germinated seeds (Table S3, Figure S1 and Table S4). 

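Table S4 holds 11 of the genes annotated as LEA proteins or dehydrins. Of these, 9 were higher and 2 lower in Medicago, and 9 were higher and 2 lower in Arabidopsis, with an Arabidopsis median log2 fold change of 2.35. Of 4 antioxidant enzymes, all were higher in Medicago, and 3 were higher and 1 lower in Arabidopsis, with a median of 0.30. The 1 oleosin or caleosin of the table was higher in both. Of 5 genes found in Table S4 with the words for seed storage proteins, 1 was higher and 4 were lower in Medicago, and 2 were higher and 3 lower in Arabidopsis. The narrower words for cruciferins and seed storage albumins, chosen after the data were seen, found 1 gene, higher in both. Neither set of words took in PAP85, which the paper counts as a seed storage protein. Its log2 ratio was 4.335 in Medicago and its log2 fold change 3.68 in Arabidopsis.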

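Of the genes in the Medicago table, the family words found 5 core histones, 3 xyloglucan endotransglucosylases and 3 arabinogalactan proteins. All of these were lower in Medicago, and in Arabidopsis the 5 histones had a median log2 fold change of -0.92, the 3 xyloglucan endotransglucosylases, 2 lower and 1 higher, one of -0.98 and the 3 arabinogalactan proteins one of -0.80. The words missed some fasciclin-like arabinogalactan proteins. FLA9, FLA7 and FLA2, not all of them among the 3, were lower in Medicago and had log2 fold changes of -2.06, -1.19 and -1.57 in Arabidopsis.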

The most significant overlap in the down-regulated genes occurred for genes related to cell wall and energy metabolism. 

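In the copy of Table S3, 12 genes are given as higher in Medicago and lower in Arabidopsis. All 12 were called down here, which their selection from Table S1 fixed, with log2 fold changes from -2.25 to -1.01. The 1 gene given as lower in Medicago and higher in Arabidopsis, AT1G64110, rose by 1.40, and its Medicago ratio in Table S4 is 2.61, higher. It is named after its values were seen.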

The genes showing opposite response belonged to a varied range of classes. Based on these results we hypothesized that a controlled reversion from the germination program towards the seed developmental program is taking place during the incubation in PEG and that this transition is necessary for the re-establishment of DT. To verify this, we examined the expression during seed imbibition of the top 50 ranked of both up- and down-regulated genes in the DT/DS set and created a heat map in the Expression Browser of the BAR website [32]. 

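The 50 called genes with the largest rise had log2 fold changes from 2.25 to 4.20 and the 50 with the largest fall from -3.20 to -1.86, and in all of them the DT and DS arrays did not overlap. Table S5 shares 49 of the former and 45 of the latter. Besides CRA1, the largest rises were those of M17, RAB18, PAP85 and OLEO1. The largest fall was that of AT5G46960 (chromosome 5 from 19062146 to 19062814), from 7.76 ± 0.35 to 4.55 ± 0.36 (SD, n = 3), followed by AT1G47395 and AT2G30766. The paper examines these genes during imbibition to test its hypothesis of a reversion from the germination program towards the seed developmental program in PEG.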

The heat maps clearly corroborated our hypothesis and it appears indeed that the germinating seeds are reverted to a developmental, desiccation tolerant, stage (Figure 8). According to this *in silico* analysis, genes that were up-regulated in the PEG treated seeds and may be related to the acquisition of DT were down-regulated upon imbibition while genes that were down-regulated in the treated seeds were up-regulated upon imbibition (Figure 8). More details about this analysis can be seen in the supplementary material (Table S5).

**Figure 7:**
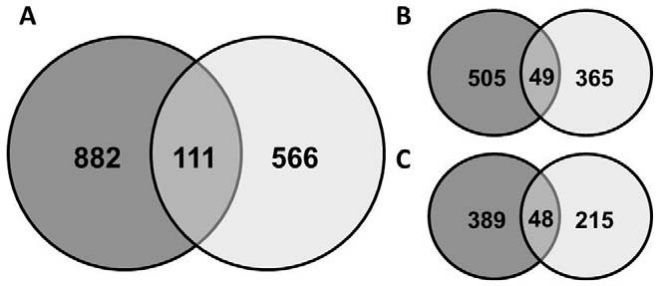
Overlapping homologous genes in Arabidopsis and Medicago germinated seeds after re-establishment of DT. (A) total number of overlapping genes; (B) down-regulated in both systems and; (C) up-regulated in both systems. The gene lists are presented in Table S2.

**Figure 8:**
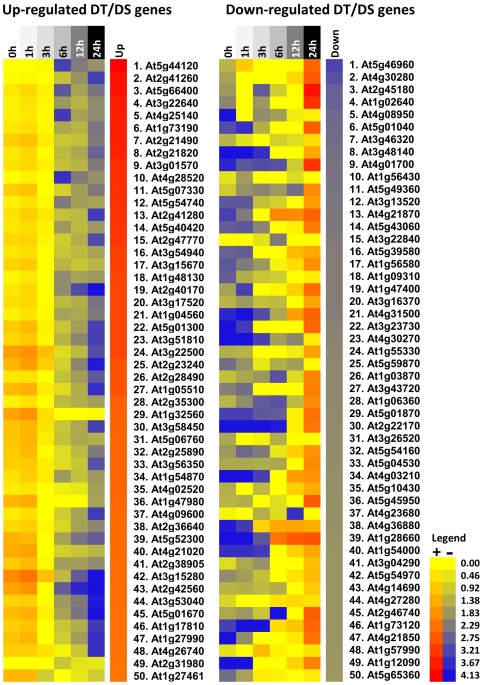
Heat maps displaying the gene expression profile during seed imbibition according to the Bio-Array Resource database. The top 50 up- and down-regulated genes in the DT/DS set were tested, in silico, for their expression during seed imbibition (0 to 24 h). The DT/DS up-regulated genes showed up-regulation (red) in dry seeds and down-regulation (blue) during seed imbibition. The DT/DS down-regulated genes showed down regulation (blue) in the dry seed and in early phases of seed imbibition and up-regulation along germination. The values in the legend are log2-transformed ratios.

### Identification of promoter motifs within up-regulated enriched genes

Information about the promoter region of genes can provide valuable information on how these genes are regulated. Besides that, the presence of similar elements in different genes can suggests common regulatory mechanisms of their expression. An analysis of the differentially up-regulated genes in the DT/DS gene set was performed to identify potential *cis*-acting promoter elements. In particular, this analysis identified two main transcription factor (TF) site groups overrepresented within the promoters of germinated seeds treated with PEG. 

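Promoters were taken as the 1000 bp upstream of the start codon in TAIR10.1 and searched on both strands for the motifs of Table 1. A promoter was available for 249 of the 263 genes called up and for 25707 other genes of the array. Fisher's exact test, one-sided for more promoters with the motif, was used with adjustment over 16 motifs. The ABRE ACGTGKC was found in 137 of the 249 promoters, or 55.0%, and in 14.8% of the others (odds ratio 7.03, adjusted p = 4.85e-47). ABRE-like BACGTGKM was found in 59.0% and 21.0% (adjusted p = 1.81e-37) and CACGTG in 45.8% and 15.1%. The DRE core RCCGAC was found in 103 promoters, or 41.4%, and in 23.0% of the others (adjusted p = 2.1e-10), and RCCGACNT in 16.5% and 7.1%. All 16 motifs passed an adjusted p of 0.05, and all 16 did so with 500 bp promoters and with promoters ended at the neighbouring gene. The paper lists these motifs because it found them enriched in promoters of its up-regulated genes, the same 263 genes. Their passing repeats that selection and is no independent evidence. The 263 genes called up are those of Table S1, so taking that list instead changes nothing and tests nothing. The largest adjusted p was 0.00124, and ranged from 4.8e-05 with 500 bp promoters to 0.00306 with promoters ended at the neighbouring gene.

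**Figure D3:**
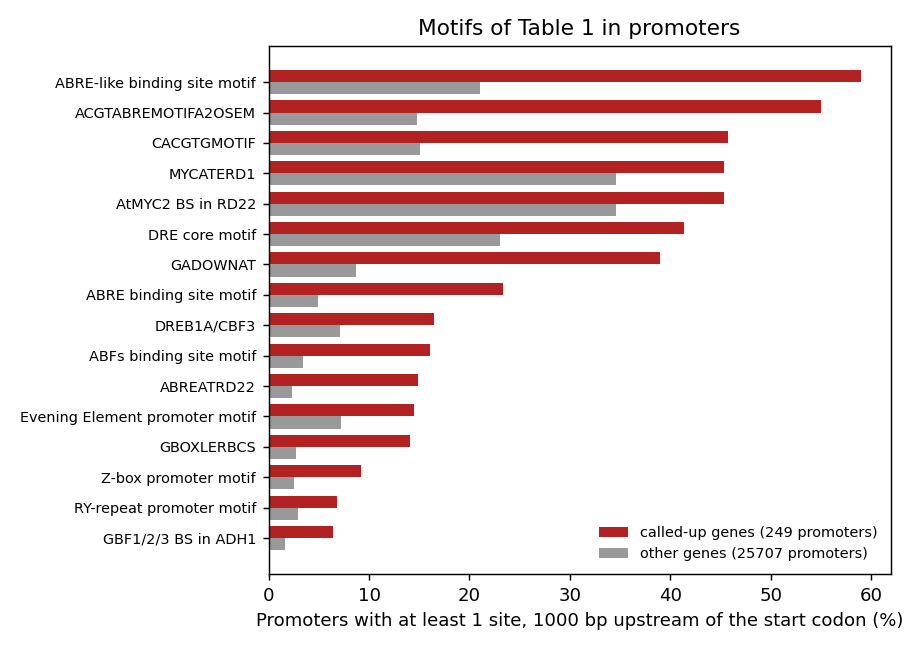
Share of promoters with at least 1 site of each motif, in percent, for the 249 promoters of genes called up and the 25707 promoters of other genes on the array. The ABRE-like motif is the most frequent in genes called up, at 59.0%.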

The first group consists of 11 enriched motifs containing the core sequence (ACGTG), named ABA-responsive element (ABRE) and the second of 2 enriched motifs containing the drought responsive elements (DRE), core motif (A/GCCGACA). Next to these two groups also a MYC-related, RY element and an Evening element were overrepresented. 

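CATGTG, the MYC-related motif, was found in 45.4% of the promoters of genes called up and in 34.6% of the others (odds ratio 1.57, adjusted p = 0.000309 from Fisher's exact test). Its reverse complement is CACATG, the motif given for AtMYC2, so a search of both strands counts the same sites for the 2 motifs. The RY repeat CATGCATG was found in 17 promoters, or 6.8%, against 2.9% (adjusted p = 0.00124, the largest of the 16), and the Evening Element AAAATATCT in 14.5% against 7.2% (adjusted p = 7e-05).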

Table 1 displays the promoter element consensus sequence, number of promoters with TF sites and the number of predicted TF sites.

**Table 1:** Most common *cis*-acting promoter elements within the most differentially up-regulated genes in Arabidopsis germinated seeds at stage II treated with PEG^a^.

TF sites containing ABRE-motif	Consensus sequence b	P	S	P-value
ABFs biding site motif	CACGTGGCACGTGGC	36	41	<10^−10^
AtMYC2 BS in RD22	CACATGACATG	102	142	<10^−4^
ABRE-like biding site motif	BACGTGKMACGTGKM	137	275	<10^−10^
ACGTABREMOTIFA2OSEM	ACGTGKCCGTGKC	128	217	<10^−10^
CACGTGMOTIF	CACGTGACGTG	104	302	<10^−10^
GADOWNAT	ACGTGTCCGTGTC	88	129	<10^−10^
GBOXLERBCS	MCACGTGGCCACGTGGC	32	36	<10^−10^
ABRE binding site motif	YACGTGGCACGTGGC	55	64	<10^−10^
ABREATRD22	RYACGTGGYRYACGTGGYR	34	37	<10^−10^
GBF1/2/3 BS in ADH1	CCACGTGGCACGTGG	14	28	<10^−5^
Z-box promoter motif	ATACGTGTTACGTGT	20	20	<10^−6^
**TF sites containing DRE-motif**				
DREB1A/CBF3	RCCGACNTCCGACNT	38	46	<10^−7^
DRE core motif	RCCGACCCGAC	91	122	<10^−10^
**Other TF sites**				
MYCATERD1	CATGTGATGTG	102	142	<10^−4^
RY-repeat promoter motif	CATGCATGATGCATG	19	38	<10^−4^
Evening Element promoter motif	AAAATATCTAAATATCT	32	38	<10^−4^

a Analysis performed with *Athena* [21].

b Where B = T/G/C; K = T/G; M = A/C; Y = T/C; R = A/G and N = A/T/G/C.

The number of promoters containing at least one instance of the TF binding site and the total number of TF binding sites in the selected set of sequences are given in the ‘P’ and ‘S’ columns, respectively. The p-value for enrichment is a measure of how overrepresented a motif is in the selected set of genes versus the overall occurrence in the genome.

## Discussion

The ability to study desiccation tolerance/sensitivity with a combination of ‘omics’ techniques and *in vivo* physiology, creates new opportunities for examining how organisms deal with desiccation stress. Here we explore the possibility to rescue desiccation tolerance in desiccation sensitive, germinated, Arabidopsis seeds by PEG-treatment and its associated transcriptome. By observing changes in gene expression in germinated seeds of Arabidopsis in response to the PEG treatment, this study aimed at giving insights into the metabolic and regulatory changes necessary to induce DT. It also introduces the model of re-establishment of DT in Arabidopsis germinated seeds as a valuable tool to unravel this trait. To date several laboratories have shown the capacity of re-establishing desiccation tolerance in germinated desiccation-sensitive seeds, such as cucumber and *Impatiens* [14], *Medicago truncatula* [10] and *Tabebuia impetiginosa* [16]. However, to our knowledge, this is the first report of such an approach for Arabidopsis seeds.

In our experimental conditions (drying at 32% RH at 20°C), DT was completely lost before radicle protrusion (stage I) and could be completely rescued at stages I and II. DT is commonly lost before visible germination. However, for some species it can be rescued until certain developmental stages after visible germination (radicle protrusion). Evidently, even for an apparently homogeneous batch of seeds, germination does not occur uniformly. Consequently, at any given point of the germination time course, the population of seeds is comprised of germinated and non-germinated seeds of different developmental stages. Thus, to characterize the loss and re-establishment of DT in a more precise way, we defined four developmental stages to assess this trait. The precise definition of developmental stages reduced heterogeneity within and between biological replicates and increased experimental reproducibility. The use of precisely defined developmental stages (Figure 1) also brings up the possibility to investigate why DT can be rescued, after it is lost, only in a short developmental frame between germination and seedling establishment. As observed for other species, [3], [10], [23], [33], the different Arabidopsis embryonic tissues displayed distinct sensitivities to drying and progressively lost tolerance to desiccation upon radicle protrusion. The fact that we were able to rescue DT in seeds that were incubated in PEG at 22°C, makes this system in Arabidopsis more robust in relation to the ones so far reported. For example, it avoids possibly overlapping responses associated with cold, since in all other reports the combination of an osmotic stress and low temperature was used to rescue DT in sensitive germinated seeds [10], [14], [16].

Our genome-wide analysis of the genes that responded to the PEG treatment identified a total of 263 genes as being up-regulated and 414 genes as being down-regulated. The functional analysis of this data set suggests that mechanisms related to proteins, DNA and membrane stabilization, such as accumulation of soluble sugars and LEA proteins [10], [34] aided by activation of antioxidant and ROS scavenging systems [5], [8], [11] were required for the re-establishment of DT (Figures 5 and 6). Our data supports the notion that to re-establish DT, Arabidopsis germinated seeds partially return to a quiescent stage prior to germination which resembles the dry seed (Figure 8). In agreement with this, several developmental and dormancy related genes were re-activated (Figures 5 and 6) and promoter motifs related to abiotic stresses, but also to the dry seed stage, such as DRE, ABRE as well as MYCATERD1 and the RY-repeat containing motifs, were enriched within the promoters of up-regulated genes after PEG treatment (Table 1). One remarkable feature of the DT/DS gene set expression profile was that transcripts related to energy metabolism such as the ones encoding for components of the photosynthetic apparatus were among the most strongly down-regulated. 

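Of the 415 genes called down, 20 belonged to the photosystems, light-harvesting complexes or Calvin cycle. Ranked by the size of the fall, the first of them was ELIP1 at rank 17, 2 were among the 50 largest falls and 7 among the first 103, and the median rank was 183.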

One explanation is that metabolic processes such as photosynthesis and carbohydrate metabolism are sensitive to water deficit and plants use different strategies such as reduction of the photosynthetic rate and/or accumulation of protective molecules to avoid damage by ROS generated by photosynthesis [8]. One noteworthy example of such a strategy is employed by poikilochlorophyllous resurrection plants. These organisms break down chlorophyll and dismantle thylakoid membranes during dehydration in order to avoid ROS formation and it has been argued that this mechanism may be conserved in both vegetative tissues of resurrection plants and orthodox seeds [4], [35].

According to our data, the re-establishment of DT in germinated Arabidopsis seeds is comparable to the acquisition of DT in a range of different organisms. For instance, it is possible to find resemblances between the transcriptomes associated with DT in seeds, resurrection plants, mosses, fungi as well as with the acquisition of DT in developing seeds [35], [36], [37], [38]. As in those organisms, germinated Arabidopsis seeds experienced a complex cascade of molecular events including a combination of activation/deactivation of genes followed by biochemical alterations that lead to the acquisition of DT. Consistent with this idea, we found a considerable overlap, both in the up- and down-regulated genes when comparing the A. thaliana DT/DS gene set with the one from a similar experiment in Medicago [11]. Interestingly, the deactivation of photosynthesis seems to be less relevant to Medicago than to Arabidopsis. 

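Of the 68 genes of photosystems and light harvesting, 3 are in the Medicago table, where the paper gives 2 as higher and 1 as lower. In Arabidopsis the same 3 genes had a median log2 fold change of -0.43, with 2 lower and 1 higher. Of the 9 Calvin cycle genes, 0 are in the Medicago table.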

While a massive repression of photosynthesis related genes occurred in Arabidopsis, this was not observed in Medicago (Figure 5, Figure S1 and Table S4). Furthermore, besides being present in both systems, accumulation of transcripts related to sucrose and triacylglycerol (TAG) biosynthesis appears to have distinct relevance depending on the species. While in Arabidopsis the synthesis of TAG appears to be more relevant, the synthesis of sucrose seems to be more important for Medicago. 

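Of 7 genes annotated to sucrose synthesis, words chosen after the data were seen, 5 were higher in DT and 0 were called in Arabidopsis. SPS3F (AT1G04920) had the largest rise, 0.52. The Medicago table holds 1 of the 7, higher in Medicago and in Arabidopsis, where it rose by 0.44. Of the 5 acyltransferases of triacylglycerol synthesis, 2 are in the Medicago table, 1 higher and 1 lower there, and both were lower in Arabidopsis DT seeds, with 1 of them turning higher with arrays centred and with quantile normalization repeated.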

The accumulation of sucrose and TAG has been described as playing protective roles in seeds and embryos [10], [14], [39]. This suggests that the observed differences could be due to intrinsic properties of those seeds. For example, Arabidopsis produces relatively more oleaginous seeds while Medicago produces starchy seeds. Furthermore the fact that there were more differences than similarities when comparing the gene sets of Medicago and Arabidopsis will partly be the result of differences in experimental set-up and used material. In our experiment RNA was extracted from whole Arabidopsis seeds while only the radical tips were used in the case of Medicago [11]. Here we describe a robust physiological model in Arabidopsis seeds that can mimic other DT systems and may contribute to a comprehensive understanding of stresses associated with desiccation tolerance and sensitivity by utilizing the evident advantages of this species, such as the extensive mutant collections. Comparing the available data sets related to DT in different organisms could pinpoint the core mechanisms that are orchestrating DT and are conserved among multiple organisms. In contrast, the differences in the expression of genes between these two species point that during DT establishment, the fundamental processes required are likely to be universal, although the causal individual genes are not necessarily conserved, and more species-specific.

## Supporting Information

Figure S1 **Seed MapMan molecular network map of** ***Medicago truncatula*** **DT/DS gene set (data from** [**11**] **, expression values in Table S4).** Log2 ratios are used to express relative transcript levels in germinated (3 mm long radicles) *Medicago truncatula* seeds treated for 3d in PEG -1.7MPa in relation to non-treated seeds in the same developmental stage. Red squares, higher levels in PEG treated seeds; blue squares, higher levels in non-treated seeds. Only ratios with P-values lower or equal to 0.05 are displayed.
(TIF) Click here for additional data file.

Table S1 **Differentially up- and down-regulated genes (DT/DS gene set) after the re-establishment of desiccation tolerance (DT) in germinated Arabidopsis seeds at stage II by PEG treatment.**
(XLS) Click here for additional data file.

Table S2 **Over-representation analysis of the differentially expressed genes after PEG treatment.** The analyzed gene set was first filtered through a fold-change and variance cut-off based filter (fold change ≥2 and P-value ≤0.05).
(XLS) Click here for additional data file.

Table S3 **Comparison between the Arabidopsis gene list for expression after re-establishment of desiccation tolerance (DT/DS gene set - Table S1) against a data set obtained in a similar system for Medicago** [**10**] **.**
(XLS) Click here for additional data file.

Table S4 **Log2 ratios of relative transcript levels in germinated (3-mm long radicles)** ***Medicago truncatula*** **seeds treated for 3d in PEG -1.7MPa in relation to non-treated seeds in the same developmental stage with the respective AGI code of the closest Arabidopsis homologue.** Only ratios with P-values lower or equal to 0.05 are shown [11].
(XLS) Click here for additional data file.

Table S5 **Details of the heat maps displaying the gene expression profile during seed imbibition according to the Bio-Array Resource database.** The top 50 up- and down-regulated genes in the DT/DS set were tested, in silico, for their expression during seed imbibition.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

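RNA of Arabidopsis seeds germinated to stage II was measured in 3 replicates incubated for 3 d in PEG at -2.5 MPa (DT) and 3 untreated replicates (DS), with 1 SNPtile array each. Samples were grouped by their labels and the paper. The authors extracted the probe signals, applied quantile normalization and deposited 1 log2 value per gene for 30509 genes. How probes were summarised per gene and how background was treated is not given in the paper's text. The sorted gene values differed slightly between arrays (median SD 0.0244), so the authors' quantile step was not made on these gene values. No per-array quality flag was analysed here.

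From the deposited log2 values, DT was compared with DS in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, prior degrees of freedom 3.71), with no covariate. A gene was called at a log2 fold change of at least 1 and an unadjusted p of at most 0.05, the filter of the paper, which names no test and no adjustment. Adjusted p-values are Benjamini-Hochberg. The smallest p of an exact test of 3 against 3 is 0.1, so single genes are given limma's adjusted p. On arrays simulated from the means and SDs of the 30509 genes, with 200 genes changed by 1.5, all 200 were called and 0 others. Of 100 random gene sets in the same simulation, camera gave 3 and fry 5 a p of at most 0.05. Genes were simulated independently of each other, so this does not test how correlation between genes affects the set tests.

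Locus identifiers were matched to the RefSeq annotation of TAIR10.1: 30078 matched and 431 did not. Families were defined by words in names and descriptions and are not the bins of the paper's MapMan figure. The 19 families, and lists of 8 dark-induced, 5 light-induced and 16 iron-deficiency genes, were fixed before the data were examined, in the sense that the deposited array values had not been read. The paper and its Table S1, which gives fold changes from the same arrays, had been read, and the iron-deficiency list was partly drawn from it, so these choices are not independent of the arrays. Table S1 holds 9 of the 16 iron-deficiency, 3 of the 5 light-induced and 1 of the 8 dark-induced genes. Further groups are named as chosen later. Families were tested with camera at an inter-gene correlation of 0.01, two-sided. Lists were set against 10000 random lists of genes of like intensity. Promoters, 1000 bp upstream of the start codon, were searched with Python 3.11.15 and tested with scipy 1.17.1. In a test with the DRE core placed in 100 promoters of 263 random genes, 0 of 14 unrelated motifs passed.

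The text names genes by a rule set beforehand: those the paper names, the 5 largest rises and 5 largest falls among called genes whose groups did not overlap, and the largest rise and fall of each family and list. Alternatives covered the adjustment, the variance model, scaling, dim genes, the replicate block, each array left out, set tests, promoters and gene lists. The physiology experiments of the paper and its imbibition data were not analysed here. All tables of the paper are marked as the paper's.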

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

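Among the tests below, those on the iron-deficiency genes were chosen after the result was seen.

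Genes known to respond to iron deficiency, which the paper does not discuss, were lower in DT. The median log2 fold change of the 16 genes was -1.33, and 15 of them were lower. Of the 16, 9 are in Table S1 and the list was partly drawn from it, so the tests were run on the other 7, of which 6 were lower, 4 at an adjusted limma p of at most 0.05, with a median of -0.35. AT1G47395 (chromosome 1 from 17382998 to 17383830) fell from 8.47 ± 0.06 to 5.37 ± 0.23 (SD, n = 3) and AT2G30766 by 3.02, the largest falls of the list, and NRAMP4 rose by 0.10. Of the 16, 13 were lower at an adjusted limma p of at most 0.05 over all genes, and 13 when adjusted over the list alone, which is no independent evidence. The tables argue against a general fall of genes of the same intensity, since the median of the 7 lay at percentile 2.53 of 10000 matched random lists. They also argue against the scaling between arrays as the whole cause. With quantile normalization repeated the median of the 7 was -0.26, at percentile 2.77 of matched lists under that scaling, whose 5th percentile was -0.22 (percentile 2.0 with lists drawn outside Table S1). With each array left out the median lay between -0.40 and -0.31. Signal shared between near-identical genes was not tested, since the values are per gene. A lower iron demand of seeds whose growth is arrested is a hypothesis. An effect of the dark, the PEG medium or the 3 d of incubation stays open, since the design holds all of these together.

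Genes of cytosolic ribosomal proteins, a group the paper does not discuss, were slightly lower in DT. The median of 320 genes was -0.21, with 254 lower and 66 higher. At an adjusted limma p of 0.05, 164 were lower and 19 higher, but only 3 were called down and 1 up. Random lists of like intensity had a median of -0.08, with a 5th percentile of -0.12, so a general fall of genes of that intensity falls short of the median. With quantile normalization repeated the median was -0.15. The set test passed with camera and fry, and did not pass with the correlation estimated from the arrays (adjusted p = 0.413). Genes of this kind move together, so the number of genes overstates the evidence. Slower growth under PEG is a hypothesis that was not tested.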

How the results depend on the processing

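The tests with a repeated quantile normalization of families and named genes, the narrower family patterns the brightest of 4 intensity groups as background and the ranking by the lower condition were chosen after the data were seen.

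The count of called genes lay between 642 and 718 over all alternatives, against 678. With each array left out it lay between 669 and 718, with 259 to 274 higher and 399 to 444 lower in DT. The adjusted p changed no call, and without empirical Bayes moderation 677 were called. The direction of the calls depended on scaling. With arrays centred on the median, 287 were higher and 366 lower, 44% higher against 38.8%, and with quantile normalization repeated 324 and 318, or 50.5%. Among all genes past an adjusted p of 0.05, the share higher moved from 33.3% to 43.7% and 47.2%. Of the 678 called genes, 629 and 581 were called with the same sign under these scalings. The number past an adjusted p of 0.05 was 9128 with limma and 4897 with unequal group variances. The genes of Table S1 called with the same sign lay between 581 and 677.

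With the replicate block, 679 genes were called. The deviations of same-numbered DS and DT arrays correlated at 0.061, -0.01 and 0.104, so the arrays share a number and are not clearly paired.

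Of the 10 splits of the 6 arrays into 3 and 3, 1, the real one, called as many as 678 genes, and the other splits called 0 or 1. With 10 splits the share cannot fall below 0.1, so this share cannot decide whether chance gave the pattern. The size of the pattern does bear on it. Without the fold change filter, 9128 genes passed the adjusted threshold in the real split and 0 in each of the others. The DT arrays all lay on one side of the DS arrays in 42.4% of genes, where chance gives 10%. Correlations were at least 0.958 within the groups and at most 0.819 between them. For the genes as a set, these values argue against chance variation between arrays as the source of the calls.

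Of the 19 families, 11 passed with camera. With the correlation estimated, 0 passed, and the adjusted p rose to 0.0995 for the Calvin cycle, oleosins, photosystems and xyloglucan endotransglucosylases, 0.122 for ABA biosynthesis, GDSL lipases, LEA proteins, arabinogalactan proteins and histones, 0.299 for ABA receptors and 0.413 for ribosomal proteins. The cause was not tested. ABA receptors did not pass with the replicate block (adjusted p = 0.0615), and lay between 0.0211 and 0.0883 with each array left out, the latter without DS replicate 1. With fry, DNA replication (0.00402), aquaporins (0.000215) and expansins (0.0295) passed, and gibberellin biosynthesis (0.0732) and seed storage proteins (0.685) changed direction without passing. Aquaporins, at 0.0542 with camera, also passed with arrays centred (0.0261), and lay between 0.0384 and 0.0763 with each array left out, passing without DT replicate 1 and without DT replicate 3. Families not past the threshold with camera changed direction: GASA with dim genes left out (0.94), arrays centred (0.959) and quantile normalization (0.962), and seed storage, antioxidant and triacylglycerol families with quantile normalization (0.962). With each array left out, 4 such families also changed direction in some cases: GASA (0.755 to 0.967), antioxidant (0.773 to 1), seed storage (0.562 to 1) and expansins (0.755 to 0.96). The cause was not tested. The narrower seed storage pattern passed (0.000267, median 0.94 over 10 genes). Its words also took in CRB (AT1G09340), annotated as a chloroplast RNA binding protein, with a log2 fold change of -0.52.

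All 16 motifs passed with 500 bp promoters, with promoters ended at the neighbouring gene and with the brightest of 4 intensity groups as background. The adjusted p and the list of Table S1 gave the same 263 genes, so they are no test of the motifs. The 16 motifs were those the paper had found enriched in these genes, so their passing is no independent evidence. Spearman's rho with Medicago was 0.809 over called genes alone, a set without small changes, and between 0.533 and 0.541 with each array left out. Table S5 shared 91 to 94 genes with each array left out. The share of called genes in the brightest group was 95.1%, with the adjusted p as well since it changed no call, and 41.9% when genes called up were ranked by their DS mean and genes called down by their DT mean.

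Over 97 named genes, 1056 of 1067 values under alternatives kept their call, 5 lost it and 6 gained it, in 8 genes, and 0 called values changed sign. The calls lost were CRU2 and PYL7 without DT replicate 1 (0.9286 and 0.9986), AT1G13930 without DS replicate 3 (-0.94), and RAV2 and TT4 with quantile normalization repeated (-0.99 and -0.97). The calls gained were ASN1 with arrays centred (1.0005) and quantile normalization repeated (1.02), GPX2 without DS replicate 1 (-1.01) and without DT replicate 1 (-1.05), and AGAL2 without DS replicate 2 (-1.0035) and without DT replicate 3 (-1.04).

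Signal over background limits the fold changes. Of the 263 genes called up, 118 had a DS mean below 4.93, the level under which 95% of pseudogenes lie, and of the 415 called down 176 had a DT mean below it, so the size of these changes is bounded by the background.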

Differences from the paper's values

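Of 100 values compared with the paper's, 38 counts and 62 log2 fold changes of Table S1, 0 differed by more than these limits: for a count, one value more than 1.5 times the other, and for a log2 fold change, opposite signs or a gap above the larger replicate SD. The 62 fold changes come from the same deposited values, and the counts of Table S3 rest on the paper's own labels. These check the processing and are no independent evidence. The largest ratio among the counts was 1.21, for the sites of the evening element, 46 against the paper's 38. With 500 bp promoters, an alternative set before the data were examined, the sites of CACATG and of CATGTG numbered 88 against the paper's 142, beyond the limit. The paper's list holds 677 genes and 678 were called here. Without empirical Bayes moderation, an alternative set before the data were examined, 677 genes were called, 263 higher and 414 lower, the paper's counts.

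The paper states that the listed genes were unclustered over the range of hybridization intensities. Ranked by the mean over the 6 arrays, 645 of 678 called genes lay in the brightest and 0 in the dimmest of 4 groups of equal size, but this mean includes the change itself, which moves called genes upward. Ranked by the level in the condition where each gene is lower, a ranking chosen after seeing the values, 284 lay in the brightest and 41 in the dimmest group, and this ranking moves called genes downward, so the size of the imbalance depends on the ranking.

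The paper names GASA3 among repressed GA-responsive genes. Its log2 fold change was 2.43 here and the paper's Table S1 gives the gene as up. Of 13 genes of gibberellin biosynthesis, which the paper describes as repressed, 8 were higher in DT and 1, GA3OX2, was called down.

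The paper describes enzymes of triacylglycerol synthesis as up-regulated. Of 5 acyltransferases of that synthesis 1 was higher and 4 were lower in DT, and 0 were called. With arrays centred or quantile normalization repeated, 3 were higher and 2 lower. It describes antioxidant genes as triggered. Of 37 antioxidant enzymes 16 were higher and 21 lower in DT, 8 and 16 at an adjusted limma p of 0.05, and the 2 called were higher. Under either of these scalings 19 were higher and 18 lower, so in both families the direction of the whole depends on scaling. The families here are not the paper's MapMan bins.

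The paper writes of RD29B and LTI65 as separate genes and states that RD29B is not listed under response to ABA stimulus. Table S1 gives both names to the locus AT5G52300, and Table S2 lists LTI65 in that category.

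The paper's text gives 49 genes lower and 48 higher in both species and 14 opposite. The copy of Table S3 used here holds 48 and 48, and 13 opposite. The direction for Medicago in Table S3 is opposite in sign to the ratio in Table S4 in 6 genes, among them AT1G64110, given as lower in Table S3 with a ratio of 2.61 in Table S4. In Table S5, the paper's value for MERI5B (AT4G30270) at 1 h is -23.2, where the next lowest value of the table is -6.6.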

Other observations

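The test on light-induced genes was chosen after the result was seen, and that on the motifs of called-down genes after the pattern was seen but before its own outcome.

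The fall of photosynthesis genes could come from the dark in which PEG was applied. Of 8 dark-induced genes, 3 were higher and 5 lower in DT, with a median log2 fold change of -0.10, where a rise of at least 6 had been set as the sign of a response to darkness. ASN1 rose by 0.96, and was called with arrays centred (1.0005) and with quantile normalization repeated (1.02), and DIN10 fell by 1.69, so the list moved both ways. At an adjusted limma p of 0.05, 1 was higher and 3 lower, and 4 lower when adjusted over the list alone. The 5 light-induced genes, of which 3 are in Table S1, were all lower, at an adjusted limma p of 0.05 over all genes and adjusted over the list alone, with a median of -1.08, from HY5 (-0.51) to ELIP1 (-2.27). ELIP1 is also the largest fall of the photosystem and light-harvesting family, so the light-induced list partly restates the pattern it was set against. Darkness, PEG and the 3 d of incubation went together, so the explanations cannot be told apart.

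Promoters of called-down genes also held some ABRE motifs more often than other promoters, though less so than those of called-up genes. Of the 16 motifs, 8 passed an adjusted p of 0.05 by Fisher's exact test in 404 called-down genes, with ACGTGKC in 23.0% against 15.1%. Of the 11 ABRE motifs 4 did not pass, CACGTG (adjusted p = 0.0811), ACGTGTC (0.123), ATACGTGT (0.219) and RYACGTGGYR, in 2.0% against 2.4% (0.755). The DRE core did not pass (23.5% against 23.2%, adjusted p = 0.521), nor did the RY repeat (adjusted p = 0.511). That these motifs are more frequent in promoters of brighter genes was tested against the other genes of the brightest of 4 intensity groups alone, where 6 of the 8 still passed. The 6 include CACATG and its reverse complement CATGTG, which are the same sites (adjusted p = 8e-05). The other 4, which overlap in sequence with CACGTGGC, passed narrowly, at 0.0435 to 0.0469, while CACGTG did not pass there (0.871), so for these the evidence against brightness is weak. ACGTGKC (22.8% against 19.3%, adjusted p = 0.13) and BACGTGKM (adjusted p = 0.171) did not pass there, so for these 2 motifs brightness stays open. A biological explanation was not tested.

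In the paper's Table S5, 49 of the 50 genes of the up list have a lower value at 24 h of imbibition than at 0 h, and 48 of the 50 of the down list a higher one. These are the paper's values. The down list leaves out AT1G47395 and AT2G30766, ranked 2 and 3 by fall here, both iron-deficiency genes.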
